# Squalene through Its Post-Squalene Metabolites Is a Modulator of Hepatic Transcriptome in Rabbits

**DOI:** 10.3390/ijms23084172

**Published:** 2022-04-10

**Authors:** Roubi Abuobeid, Javier Sánchez-Marco, María J. Felices, Carmen Arnal, Juan Carlos Burillo, Roberto Lasheras, Rebeca Busto, Miguel A. Lasunción, María Jesús Rodríguez-Yoldi, Roberto Martínez-Beamonte, Jesús Osada

**Keywords:** squalene, virgin olive oil, rabbits, murine, AML12 cell line, lipid droplets, transcriptome, liver, hepatic, RNA sequencing

## Abstract

Squalene is a natural bioactive triterpene and an important intermediate in the biosynthesis of sterols. To assess the effect of this compound on the hepatic transcriptome, RNA-sequencing was carried out in two groups of male New Zealand rabbits fed either a diet enriched with 1% sunflower oil or the same diet with 0.5% squalene for 4 weeks. Hepatic lipids, lipid droplet area, squalene, and sterols were also monitored. The Squalene administration downregulated 9 transcripts and upregulated 13 transcripts. The gene ontology of transcripts fitted into the following main categories: transporter of proteins and sterols, lipid metabolism, lipogenesis, anti-inflammatory and anti-cancer properties. When the results were confirmed by RT-qPCR, rabbits receiving squalene displayed significant hepatic expression changes of *LOC100344884* (*PNPLA3*), *GCK*, *TFCP2L1*, *ASCL1*, *ACSS2*, *OST4*, *FAM91A1*, *MYH6*, *LRRC39*, *LOC108176846*, *GLT1D1* and *TREH*. A squalene-enriched diet increased hepatic levels of squalene, lanosterol, dihydrolanosterol, lathosterol, zymostenol and desmosterol. Strong correlations were found among specific sterols and some squalene-changed transcripts. Incubation of the murine AML12 hepatic cell line in the presence of lanosterol, dihydrolanosterol, zymostenol and desmosterol reproduced the observed changes in the expressions of *Acss2*, *Fam91a1* and *Pnpla3*. In conclusion, these findings indicate that the squalene and post-squalene metabolites play important roles in hepatic transcriptional changes required to protect the liver against malfunction.

## 1. Introduction

The Seven Countries Study and subsequent epidemiological studies have linked the Mediterranean diet to natural occurring longevity, welfare and low rates of metabolic disorders [1,2]. There are some geographical modifications in the pattern of the Mediterranean diet; however, all of them use virgin olive oil (VOO) as a principal source of energy and as a health-promoting component [3]. Briefly, the consumption of VOO positively modulates the lipid metabolism, lipogenic response, insulin resistance, immune-inflammatory pathways, antithrombotic effect, blood pressure control, detoxification of reactive species and endothelial functions [3,4,5,6]. A substantial part of this effect has been attributed mainly to the minor unsaponifiable fraction [7,8], which represents about 0.5 to 1.5% of the oil and is composed of phytosterols, phenolic compounds, triterpenes and hydrocarbons. The latter accounts for almost 50% of the unsaponifiable composition [9,10], with squalene as the preeminent component [7]. This polyunsaturated terpenoid is made up of six units of isoprene (Figure 1) and is present in VOO at a concentration of 1.5 to 10.1 g per kg depending on cultivars, agronomical issues and olive fruit processing [11].

Several assays have tested favorable properties of squalene as a strong antioxidant, anti-inflammatory and highly effective oxygen scavenger against cell deterioration, senescence, neoplasm and chemotherapy-induced side-effects and as an enhancer of immune response to various associated antigens [11,12]. In humans, the estimated squalene intake ranges from 30 to 400 mg per day [13], with high oral absorption efficiency at rates from 60 to 85% compared to 42% in animals [14,15]. Dietary squalene is transported by chylomicrons into circulation, followed by hepatic uptake prior to conversion into sterols and bile acids or re-secreted into the bloodstream into very low-density lipoproteins (VLDL) and low-density lipoproteins (LDL) and distributed to various tissues [15].

*Oryctolagus cuniculus* represents an excellent laboratory model for its high absorption and responsiveness to dietary cholesterol [16] and its high cholesteryl ester transfer protein activity [17]. In addition, the liver secretes apolipoprotein APOB100 [18] and plasma APOB100-containing particles have similar chemical components to humans [11]. Several studies have tested the hepatic biological effects caused by dietary squalene. Kritchevsky et al. [19] were the first to prove that a diet enriched in squalene caused an increase in mass and unsaponifiable material in the liver. Recently, it has been observed that exogenous squalene fed to these animals results in an increase in the hepatic content of squalene in the rough endoplasmic reticulum, the nucleus and expanded lipid vesicle size [20,21]. These authors have also found a hepatic accumulation of non-esterified cholesterol and of sterol precursors in the modified Kandutsch–Russell pathway [21]. This initial complexity may point out a complex network of gene expressions being involved. To address this hypothetical setting, an RNA-sequencing approach was tackled in rabbits consuming squalene and murine cell lines treated with cholesterol precursors were used in an attempt to clarify sterol’s ability to modulate in vivo gene expression changes.

## 2. Results

### 2.1. Body Weight and Hepatic Parameters

Rabbits receiving the squalene-supplemented diet did not change body weight, despite a slight decline in food intake (Supplementary Figure S1). In addition, hepatic lipid droplet area was augmented (*p* < 0.01) (Figure 2), with an increase in the contents of non-esterified cholesterol content (*p* < 0.02), squalene (*p* < 0.01) and sterol metabolites such as lanosterol, dihydrolanosterol, zymostenol, lathosterol and desmosterol (for all *p* < 0.01), however, no significant change in triglycerides nor in esterified cholesterol was detected (Figure 3).

### 2.2. Hepatic Gene Expression

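Liver RNA was taken from 10 rabbits. The 5 control rabbits were fed for 4 weeks a diet with 1% sunflower oil, and the other 5 received that diet with 0.5% squalene. Messenger RNA was selected by its poly-A tail and sequenced as paired reads. The authors' deposited table of the comparison holds 1 expression level per diet, with a log2 fold change of squalene over control, a p-value and an adjusted p for each gene. It gives no value per rabbit, so no test across rabbits could be made for gene expression. The log2 fold changes and p-values quoted from it are the authors'. The decimal mark of 199 log2 fold changes and 14 p-values had been lost in the deposited table and was put back. The log2 fold changes of all 19123 genes then matched the ratio of the 2 expression levels up to a power of 10, within 0.001. An implied standard error was computed as the log2 fold change divided by the normal quantile of its p, which assumes a normal test statistic. It ranged from 0.10 to 0.51 over all genes, with a median of 0.28. The site tables of single nucleotide polymorphisms give a column per library, whose number matches no sample label. The tables of splicing events give a value per rabbit without any number.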

To determine the response of squalene intake to the hepatic transcriptome, RNA was extracted from five animals receiving the squalene-supplemented diet and from five receiving the control diet and sequenced by next-generation sequencing using the DNBseq platform. From each library, clean read sequences represented an average of 45.8 ± 26 × 10^6^ with a ratio of coverage of 91.60%. 

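Over the 10 libraries, the clean reads ranged from 45260798 to 46119176, from 49.97 M raw reads each. The median share of raw reads kept was 91.7%, with a range from 90.6% to 92.3%. Between 79.9% and 83.6% of clean reads were mapped in the authors' deposited library sheet, with a median of 82.0%. Uniquely mapped reads made up 61.9% to 67.7%, with a median of 64.9%. Reads of ribosomal RNA made up 0.23% to 0.79%. The entries of this sheet match no single sample label and were not assigned to a diet here, so these measures were not compared between the diets.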

On average, 87.69% of the reads were mapped with the reference genome, and the uniformity of the mapping results for each sample suggests that the samples were uniform. In total, 19,163 genes were identified, of which 18,561 were known and 720 were new. 

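The authors' deposited table of the comparison lists 19123 genes, of which 587 are predicted genes with no reference gene ID. Single libraries held between 15828 and 16625 genes, with a median of 16303, in the authors' library sheet. Of these, 413 to 447 were predicted genes.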

Dietary squalene did not influence single nucleotide polymorphisms. 

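The deposited site table gives the base read in each library at 570218 sites, called by the authors against the rabbit genome OryCun2.0. Of these sites, 145208 had reads in all 10 libraries. A change was counted where the base of a library differed from the reference base. In units of 1000 changes, control rabbits had 153 ± 15.3 (SD, n = 5) and squalene rabbits 141 ± 14.7 (SD, n = 5). The difference of -12.5 lay within the spread between rabbits (two-sided exact permutation test, p = 0.230). Its size depended on single libraries, from -6.56 to -16.8 with each left out in turn, and at the sites with reads in all libraries it was -3.07. Sites with reads numbered 312597 to 357105 in the control libraries and 281364 to 343772 in the squalene libraries. As a share of the sites with reads, changes made up 45.3% ± 1.76 (SD, n = 5) on the control diet and 43.6% ± 1.45 (SD, n = 5) on the squalene diet (exact permutation test, p = 0.135). Where a library has 2 alternative bases at a site, the first was used. Sites at which a rabbit carries both the reference and another base are not told apart in these counts. The authors mark by font colour which calls they accepted and which they rejected. The colours are not in the text form used here, so the counts hold both.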

Regarding transition, A-G were 55.6 ± 5.4 vs. 50.9 ± 5.9 and C-T were 55.7 ± 5.5 vs. 50.9 ± 5.9 for control and squalene groups, respectively. Regarding transversions, A-C were 9.2 ± 0.9 vs. 8.6 ± 0.7; A-T were 6.6 ± 0.8 vs. 6.4 ± 0.4; C-G were 10.8 ± 1.1 vs. 9.9 ± 1.0 and finally, G-T were 9.2 ± 1.0 vs. 8.6 ± 0.6 for control and squalene groups, respectively.

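Counted from the site table in units of 1000 sites, A-G changes were 58.1 ± 5.68 in control rabbits and 53.1 ± 6.10 in squalene rabbits (SD, n = 5 each). C-T changes were 58.0 ± 5.83 and 53.1 ± 6.02. Among the transversions, the largest class was C-G, with 11.3 ± 1.12 in control rabbits and 10.3 ± 1.05 in squalene rabbits. A-C changes were 9.57 ± 0.925 and 8.95 ± 0.686, and G-T changes 9.58 ± 1.04 and 8.97 ± 0.668. A-T changes were 6.89 ± 0.772 and 6.59 ± 0.381. All 6 classes had a lower mean on the squalene diet, and in none did the difference exceed the spread between rabbits. The smallest exact permutation p of the 6 classes was 0.206, for C-G, and 0.369 after Benjamini-Hochberg adjustment. The ratio of transitions to transversions was 3.11 ± 0.0392 in control rabbits and 3.04 ± 0.145 in squalene rabbits (exact permutation test, p = 0.310), and without 1 squalene library the difference of -0.08 became -0.01. The paper states that the diet did not influence single nucleotide polymorphisms and gives the class means of both groups.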

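The authors' deposited splicing tables, made with rMATS, list only events that passed a threshold, with a highest false discovery rate of 0.0492. They hold 46 events in 39 genes. There are 10 events of alternative 3' splice sites, 10 of alternative 5' splice sites, 5 of retained introns, 14 of skipped exons and 7 of mutually exclusive exons. Inclusion was computed as the reads that include the alternative part, as a percent of these and the reads that skip it. For mutually exclusive exons it counts the first exon of the pair. The counts were not adjusted for the length of the part. Both counts were joined by their position in the table, which is assumed to be the same rabbit. Inclusion was higher on the squalene diet in 26 events and lower in 20. A two-sided exact permutation test of 5 rabbits against 5 gave p under 0.05 in 25 events, namely 7, 5, 2, 9 and 2 of the 5 kinds in that order. With at least 10 reads in every rabbit, 10 events remained under 0.05, namely 2, 1, 0, 6 and 1. With 1 value left out, the counts fell as low as 3 for alternative 3' splice sites and 5 for skipped exons. After Benjamini-Hochberg adjustment over the 46 events, 8 events in 6 genes remained under 0.05. Each of these 8 had the smallest p that 5 against 5 allow, 0.00794, with an adjusted p of 0.0456. The 6 genes were named after their values were seen. The events had been selected by the authors on the same rabbits, so these tests are not independent evidence.
The alternative 5' splice site of DPYS was included in 73.7% ± 36.4 (SD, n = 5) of reads on the control diet and 15.1% ± 4.75 (SD, n = 5) on the squalene diet, with as few as 3 reads in a rabbit. A skipped exon of DPYS was included in 94.8% ± 7.43 and 71.7% ± 10.8 of reads. The retained intron of FCMR fell from 100% in every control rabbit to 88.9% ± 2.67, with as few as 7 reads. For TIMM9, inclusion of a skipped exon rose from 43.1% ± 15.8 to 79.8% ± 7.72, with at least 22 reads in every rabbit. A second listed event of this exon differs in its end and gave 44.0% ± 17.7 and 79.1% ± 7.80. The exon of DRAM2 was included in 40.0% ± 9.13 and 92.0% ± 17.9 of reads, with as few as 1 read in a rabbit. Among mutually exclusive exons, RSBN1L went from 24.7% ± 2.29 to 7.60% ± 2.56, with at least 29 reads in every rabbit. LOC103350989 went from 12.8% ± 12.0 to 47.1% ± 12.9, with as few as 4 reads. None of the 39 genes had an adjusted p under 0.05 in the authors' deposited table of gene expression, and 7 had an unadjusted p under 0.05 there.

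**Figure D1:**
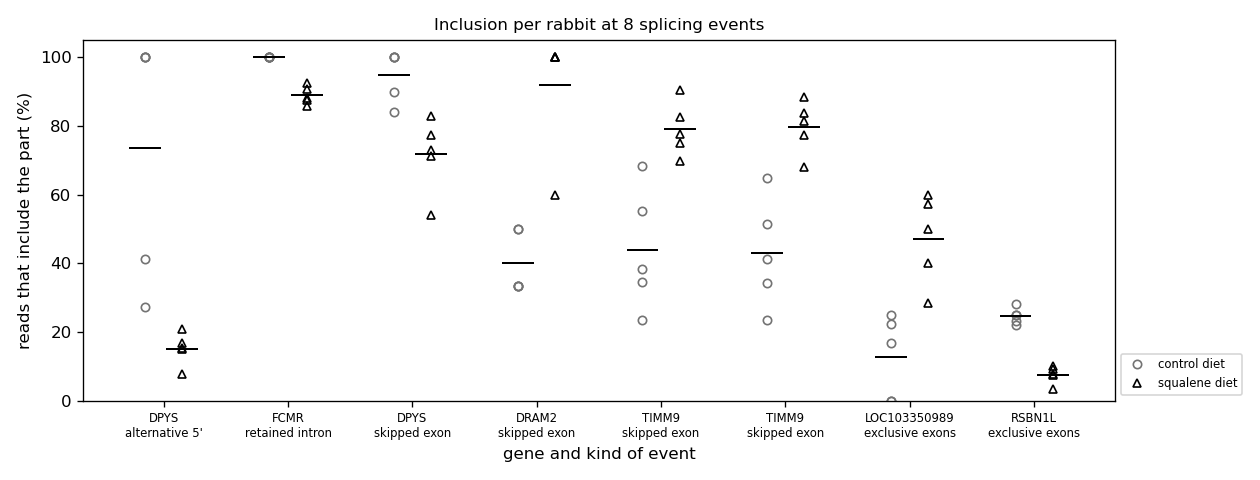
Inclusion in percent of reads for each rabbit at the 8 events with an adjusted exact p of 0.0456, by gene and kind of event. Circles are the 5 control rabbits, triangles the 5 squalene rabbits and short lines the means, and in each event the rabbits of the 2 diets do not overlap.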

When alternative splicing events were tested, squalene administration had a significant influence on splicing events, alternative 5′ splicing, alternative 3′ splicing site and retained introns (data not shown), while no effect was found on skipped exons or mutually exclusive exons. Splicing patterns led to a variety of differentially splicing genes and a variety of different isoforms from one gene, with a total of 10,924 novel transcripts, of which 8562 were previously anonymous splicing events for known genes, 720 were novel coding transcripts without any known features, and the rest were 1642 long noncoding RNA. 

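A gene count per diet could not be made, because no gene of the authors' deposited table has a level of 0 on either diet. Of its 19123 genes, 10087 had a higher and 9036 a lower level on the squalene diet, at any p. The authors' unadjusted p was under 0.05 for 1106 genes, 643 higher and 463 lower, which is 5.78% of the genes. With no effect of the diet, 956 genes would be under this value. The authors' adjusted p was under 0.05 for 8 genes, 3 higher and 5 lower on the squalene diet. Without the predicted genes only 4 remained, a test added after the data had been seen. Recomputed with the Benjamini-Hochberg method from the restored p-values, the adjusted p differed from the deposited one by at most 3.9e-15. The authors marked 7 of the 8 genes as changed, all but CMTM4, whose log2 fold change in the authors' deposited table is -0.95. By gene ID, 4 of the 8 are outside Tables 1 and 2. Besides CMTM4 and a predicted gene, these are LOC103348534 and GOLT1A, at log2 fold changes of -1.24 and -1.02 in the authors' deposited table.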

Differentially expressed genes were 18,485 in the squalene group and 18,186 in the control group as shown in Figure 4A. Gene ontology of upregulated and downregulated genes involves molecular, biological functions and cellular components. The latter required a larger number of genes, as revealed in Figure 4C. 

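Of all genes in the authors' deposited table, 1 has a log2 fold change beyond 1.5 in either direction together with an adjusted p under 0.001. This gene is LOC100344375, at a log2 fold change of -2.76, an implied standard error of 0.42 and an adjusted p of 7.3e-07 in the authors' deposited table. By RT-qPCR on individual livers, the paper reports LOC100344375 as lower without significance. With an unadjusted p under 0.001 in place of the adjusted p, 18 genes pass, 12 higher and 6 lower on the squalene diet. With the log2 fold change rounded to 1 decimal and an unadjusted p under 0.003, 29 genes pass, 18 higher and 11 lower. Beyond 1.5 without rounding, 22 genes are listed at any p, 13 higher and 9 lower, and all 22 have a p under 0.003.
The genes of Tables 1 and 2 were looked up by gene ID. Of the 22, 4 had an adjusted p under 0.05 over all genes, and 21 when adjusted over the list alone. The study chose these genes on the same rabbits, so the latter count is not independent evidence. The other 3 genes with an adjusted p under 0.05 over all genes were TFCP2L1, GLT1D1 and LOC108177690. TFCP2L1 had a log2 fold change of -1.62 (implied standard error 0.37, adjusted p = 0.0472) in the authors' deposited table. GLT1D1 had 1.51 (implied standard error 0.35, adjusted p = 0.0498) in the authors' deposited table. Adjusted without the predicted genes, TFCP2L1 and GLT1D1 no longer passed, at 0.0548 and 0.0552. The implied standard errors of the 22 genes had a median of 0.47, near the largest of all genes. FAM91A1, gene ID 100356435, had a log2 fold change of -0.03 (implied standard error 0.23, p = 0.913) in the authors' deposited table. A predicted gene of 719 bases in that table, whose closest protein is an isoform of FAM91A1, had a log2 fold change of 2.32 (adjusted p = 0.0210) in the authors' deposited table. The ratio of 2.3 that the paper prints for FAM91A1, and the p beside it, equal those of this predicted gene after rounding. With the predicted gene, 5 of the 22 had an adjusted p under 0.05 over all genes. The match by gene ID was chosen for FAM91A1 after both values had been seen.

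**Figure D2:**
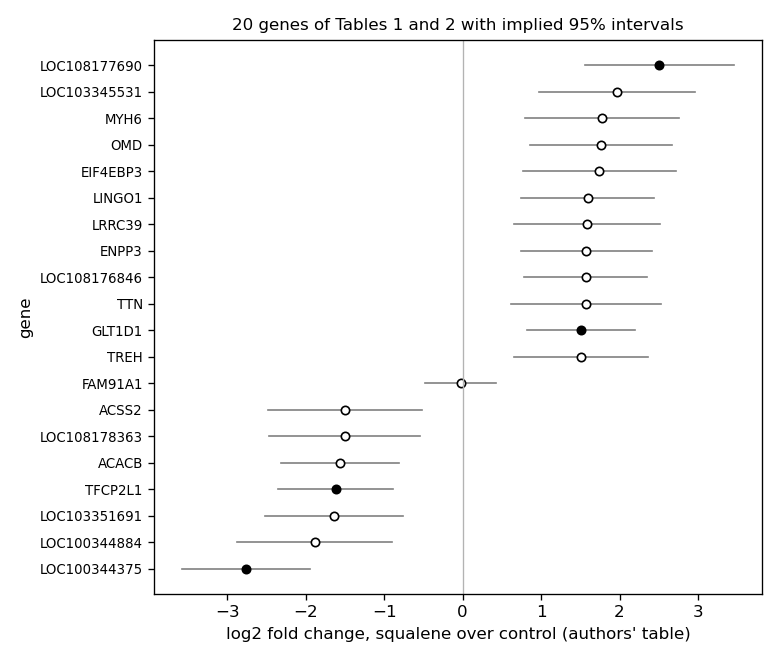
Log2 fold changes of squalene over control in the authors' deposited table for 20 of the 22 genes looked up by gene ID. FAM91A1 is drawn from its gene ID, not from the predicted gene whose ratio the paper prints. Lines are 95% intervals from the implied standard error, and filled circles are the 4 genes with an adjusted p under 0.05 over all genes.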

Summary of DEGs and volcano plot show DEGs distribution are displayed in Figure 4B,D. Using more stringent conditions (log_2_ fold change higher than 1.5 or less than −1.5) and a false discovery rate of *p* < 0.001, nine transcripts were downregulated (Table 1) and 13 transcripts were upregulated (Table 2). The biological function of some of these genes fitted into the following five main categories: hepatic transport of sterols and proteins, lipid metabolism, lipogenesis, anti-inflammatory and anti-cancer processes.

To confirm the RNAseq data, 17 transcripts with log_2_ fold change higher than 1.5 or lower than −1.5 were randomly selected from Table 1 and Table 2, including *LOC100344375, LOC100344884* (*PNPLA3*), *GCK*, *LOC103351691*, *TFCP2L1*, *ACAB*, *ASCL1*, *ACSS2*, *OST4*, *FAM91A1*, *MYH6*, *OMD*, *LRRC39*, *LOC108176846*, *TTN*, *GLT1D1* and *TREH*. Their RT-qPCR assays were set up and verified on individual hepatic samples. A correlation study between RNAseq and RT-qPCR by assessing log_2_ fold change values of transcripts showed a significant agreement (r = 0.8, *p* < 0.0001) (Figure 5A) and all samples were properly classified (Figure 5B). 

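The log2 ratios of the 17 assayed genes in the authors' deposited table were compared with the paper's RT-qPCR log2 ratios of Table 3. Pearson's r was 0.823 (permutation test, p = 0.000130) and Spearman's rho 0.699 (permutation test, p = 0.00232). The correlation is across genes, which are not independent replicates. The genes form 2 groups, lower and higher on the squalene diet, so the pooled value mostly separates these directions. Within the 9 genes lower in the authors' deposited table, FAM91A1 included, r was 0.312 (exact permutation test, p = 0.408) and rho 0.0167 (exact permutation test, p = 0.982). FAM91A1, at -0.03 there, lies far from the others of this group, which are at -1.50 or lower. These values therefore depend on that gene, and none was computed without it. Within the 8 genes higher there, r was -0.434 (exact permutation test, p = 0.270) and rho -0.530 (exact permutation test, p = 0.184). The direction was the same by both methods for 15 of the 17 genes. The others are LOC103351691, whose printed RT-qPCR ratio is 0.0, and FAM91A1, which has the direction of RT-qPCR if taken from the predicted gene. However, the paper designed its FAM91A1 primers on a reference transcript of that gene. Whether they also measure the predicted gene is not known, so RT-qPCR does not decide between the 2 values. In all, 12 relations were computed, and the pooled r had an adjusted p of 0.000780. The RT-qPCR reference genes PPIB and GAPDH had log2 fold changes of -0.08 and -0.02 in the authors' deposited table. From the correlation in Figure 5A, the paper reports a significant agreement of the 2 methods.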

In rabbits receiving squalene (Table 3), twelve transcripts displayed significant expression changes (*LOC100344884* (*PNPLA3*), *GCK*, *TFCP2L1*, *ASCL1*, *ACSS2*, *OST4*, *FAM91A1*, *MYH6*, *LRRC39*, *LOC108176846*, *GLT1D1* and *TREH*).

Network correlations obtained from RT-qPCR results revealed significant association among key transcripts (Figure 6). *OST4* and *TFCP2L* were hubs and correlated with *LOC100344884* (*PNPLA3*), *GCK*, *ACSS2*, *MYH6*, *LRRC39*, *LOC108176846*, *GLT1D1* and *TREH*.

Likewise, significant associations were observed among several transcripts and the hepatic content of metabolites in cholesterol biosynthetic pathways, including lanosterol, dihydrolanosterol, and desmosterol (Figure 7A). In this regard, down regulations of *TFCP2L1* and *ACSS2* were associated with sterols in the Kandutsch–Russell pathway and with increased hepatic lipid droplet area (Figure 7B). The increase in *FAM91A1* and the decrease in *LOC100344884* (*PNPLA3*) were associated with sterols in the Block pathway.

To verify those associations, a murine AML12 hepatic cell line was incubated with 200 µM squalene and 200 nM of lanosterol, dihydrolanosterol, zymostenol or desmosterol for 6 h. In the assayed conditions, only *Acss2*, *Fam91a1* and *Pnpla3* expressions reproduced the pattern observed in rabbit’s livers (Figure 8).

## 3. Discussion

The nutrigenomic approach was carried out through transcriptomic analysis of the liver in male wild-type white rabbits (*Oryctolagus cuniculus*) following 0.5% squalene intake (0.6 g/kg). The administration induced increased hepatic squalene accumulation and elevated levels of post-squalene metabolites of cholesterol biosynthesis, lanosterol, dihydrolanosterol, lathosterol, zymostenol and desmosterol. Using RNA sequencing, squalene intake did not modify single nucleotide polymorphisms; however, the terpene induced alternative splicing patterns, both at 5′ and 3′ sites and retained introns. Rabbits receiving squalene displayed significant hepatic expression changes of *LOC100344884* (*PNPLA3*), *GCK*, *TFCP2L1*, *ASCL1*, *ACSS2*, *OST4*, *FAM91A1*, *MYH6*, *LRRC39*, *LOC108176846*, *GLT1D1* and *TREH*. Post-squalene metabolite levels were also associated with transcript levels. Moreover, the modified expression of *Acss2*, *Fam91a1* and *Pnpla3* was modified in the murine AML12 hepatic cell line by incubation with squalene and post-squalene intermediates in cholesterol biosynthesis such as lanosterol, dihydrolanosterol, zymostenol and desmosterol. A global overview of all experiments and results can be obtained from Figure 9. These findings indicate that transcriptional changes are not only dependent on squalene but also its downstream metabolites.

The absence of changes in body weight in animals receiving dietary squalene compared to control rabbits and the normal histomorphometric evaluation of hepatocytes (Figure 2) implies the nontoxic accumulation of the triterpene in small lipid droplets, unlike mice, where it accumulates in larger droplets [20,21]. Interestingly, a similar pattern of droplets was observed with oleanic acid triterpene [22]. These droplets could accumulate lipids in the form of non-esterified cholesterol [21], acting as energy storage depots and barriers against lipotoxicity, preventing cellular membrane defects, mitochondrial dysfunction, and errors in signaling pathways [23]. In contrast to previous studies in mice, squalene administration in rabbits did not decrease hepatic triglyceride content. 

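The authors' deposited table holds 10 genes of the CYP2B and CYP2C families out of 19 listed before the data were examined. Their median log2 fold change was -0.05, with 5 genes higher and 5 lower on the squalene diet. None had an adjusted p under 0.05 over all genes in the authors' comparison, and 1 had an unadjusted p under 0.05. This was CYP2C1, at a log2 fold change of 1.10 (implied standard error 0.36, p = 0.00209) in the authors' deposited table. Adjusted over the list alone, its p was 0.0209. CYP2B4 had a log2 fold change of -0.62 (implied standard error 0.38, p = 0.0964) in the authors' deposited table. These families hold close paralogs, which may share reads, so single members are uncertain. As a set, they showed no common shift in 1 direction against the other genes (cameraPR, adjusted p = 0.950). This test cannot detect members that move in opposite directions.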

Nor were there observed changes in *CYP2B* and *CYP2C* expressions (data not shown) using a similar dose to mice [9]. The length of treatment, animal model and experimental designs are crucial differences that could be responsible for the discrepant results.

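Gene lists were fixed before the data were examined and tested against all other genes with cameraPR of limma, on z-values computed from the authors' p. The 20 measured genes of fatty acid and triglyceride synthesis were lower on the squalene diet in 18 cases (adjusted p = 5.8e-05 over 29 lists). Their median log2 fold change was -0.36. In the authors' comparison, 6 of them were lower at an unadjusted p under 0.05, 2 when adjusted over the list alone, and none over all genes. Without the study's own ACAB and ACSS2 the list remained lower (adjusted p = 0.00930). Of 13 measured genes of lipoprotein assembly, 11 were higher, with a median of 0.17, and the set did not pass the test (adjusted p = 0.344). The 11 lipid droplet proteins had a median of 0.10 (adjusted p = 0.805). The 21 genes of the acute phase and inflammation had a median of -0.17 (adjusted p = 0.0601, 0.0489 without genes tied in log2 fold change and p, and from 0.0712 to 0.207 in 3 other settings). For 13 interferon response genes the median was -0.19 (adjusted p = 0.429), and for 16 cell cycle genes 0.06 (adjusted p = 0.874). Genes of 1 list are correlated between rabbits, and the test assumed a preset correlation of 0.01, since none could be estimated without a value per rabbit.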

Squalene mainly modified the hepatic expression for gene clusters involved in the hepatic transport of lipids and proteins, lipid metabolism, lipogenesis, protective effects against inflammation and neoplasm. These findings might contribute to explaining the absence of inflammation even in the presence of increased content of non-esterified cholesterol and increased caspase1 levels [21].

*FAM91A1*, a poorly understood gene, seems to play a regulatory role in golgin-mediated vesicle capturing in order to process, package and transport proteins and lipid molecules [24,25]. *FAM91A1* expression was not correlated to the increased squalene content (data not shown), which might be explained by the fact that this triterpene is also distributed in further subcellular organelles, including nuclear and plasma membranes and rough endoplasmic reticulum [20]. The reduced expression of *ACSS2* and *TFCP2L1* was associated with elevated lipid droplet areas in the liver (Figure 7B). 

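ACSS2 had a log2 fold change of -1.50 in the authors' deposited table (implied standard error 0.50, p = 0.00273), with an adjusted p of 0.497 over all genes. LOC100344884, named as the ortholog of PNPLA3, had -1.89 in the authors' deposited table (implied standard error 0.50, p = 0.000177), with an adjusted p of 0.169 over all genes. TREH had 1.51 in the authors' deposited table (implied standard error 0.44, p = 0.000568), with an adjusted p of 0.288 over all genes. By RT-qPCR on individual livers, the paper reports ACSS2 and LOC100344884 as significantly lower and TREH as significantly higher. Of 11 measured genes of glycolysis and glucose uptake, 4 were higher and 7 lower on the squalene diet. The list as a set did not pass the test (cameraPR, adjusted p = 0.431).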

The reduced expression of *GCK*, *ACSS2* and *LOC100344884* and the increased expression of *TREH* are of interest regarding the squalene-modified hepatic lipid profile. *GCK* activates lipogenesis, increases cellular triglyceride content, and regulates glucose disposal [26,27]. Reduced-*GCK* activity lowers mRNA levels for triglyceride synthesis enzymes but also for insulin receptors, leading to insulin resistance [27,28,29], suggesting that GCK inhibition by squalene may be useful in the treatment against fatty liver. *ACSS2* is a metabolic gene that promotes fat storage. *ACSS2* deficiency inhibits activity of lipid transporters and fatty acid oxidation genes, which then lowers dietary lipid absorption, reduces triglyceride content [29], and lessens hepatic fibrosis [30]. *LOC100344884*, the ortholog for *Pnpla3*, expresses lipase activity towards triglycerides in hepatocytes and retinyl esters in hepatic stellate cells [31] and was strongly associated with hepatic cholesterol content (Figure 7), fibrosis and steatosis [31,32]. *TREH* is the least studied membrane-bound α-glucosidase that hydrolyzes trehalose. Its transcript is normally expressed in intestine [33,34] and to a lesser amount in liver (https://gtexportal.org/home/gene/TREH, accessed on 1 March 2022). Squalene increased expression of *TREH* that could drive glucose metabolism [35]. Regarding protein modification, squalene-upregulated *OST4* may play a key role in promoting co-translational N-glycosylation by stabilizing STT3A-containing *OST* isoforms present in high amounts in liver cells [36]. 

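The transcript named OST4 in the paper is LOC108177690, of 365 bases. It had a log2 fold change of 2.51 (implied standard error 0.49, adjusted p = 0.00249) in the authors' deposited table. The gene with the symbol OST4 is a separate gene there, of 390 bases, with a log2 fold change of 0.40 (implied standard error 0.25, p = 0.116) in the authors' deposited table. The 2 may share reads, so both values are uncertain. Of 13 measured oligosaccharyltransferase subunits, with both genes counted, 9 were higher and 4 lower on the squalene diet. LOC108177690 alone had an unadjusted p under 0.05. The set did not pass the test (cameraPR, adjusted p = 0.0601). Without the genes of Tables 1 and 2, the remaining 12 subunits had an adjusted p of 0.465 (cameraPR).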

Glycosylation deficiency interferes with protein functions and drug disposition [37,38] and reduces low-density lipoprotein cholesterol [39]. Two transcripts, *MYH6* and *LRRC39*, mainly expressed in muscle, were upregulated in the liver in response to squalene intake. 

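MYH6 had a log2 fold change of 1.77 (implied standard error 0.50, p = 0.000409) in the authors' deposited table, with an adjusted p of 0.237 over all genes. LRRC39 had 1.58 (implied standard error 0.48, p = 0.000864) in the authors' deposited table, with an adjusted p of 0.324. TTN, another muscle gene, had 1.57 (implied standard error 0.49, p = 0.00133) in the authors' deposited table, with an adjusted p of 0.391. By RT-qPCR on individual livers, the paper reports MYH6 and LRRC39 as significantly higher, and TTN as higher without significance. Of 44 skeletal and cardiac muscle genes listed before the data were examined, 29 were measured. Apart from these 3, which the study itself had selected, 26 remained, with a median log2 fold change of 0.00 and an SD of 0.28. Among the 26, 13 were higher on the squalene diet and none had an unadjusted p under 0.05 in the authors' comparison.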

Hepatocytes showed very low expression (1.6 transcripts per million vs. a median of 3.3) [40]. Interestingly, both transcript levels were associated (Figure 6) and share a function in cell signaling by protein dephosphorylation. Overexpression of (*Myh6/Ghrl*) in transgenic rats lessened oxidative stress and prevented fat dietary–induced hyperglycemia [41]. Squalene might modulate lipid and glucose metabolism through the expression of these genes.

Rabbits receiving squalene increased the hepatic content of cholesterol precursors including lanosterol, dihydrolanosterol, lathosterol and zymostenol via the Kandutsch–Russell path and desmosterol via the Bloch path. In addition, strong correlations linked squalene-modified transcript levels with increased hepatic quantities of cholesterol precursors. In this sense, the reduced expression of *TFCP2L1* was strongly associated with the accumulation of lanosterol and dihydrolanosterol, as did *ACSS2* in regard to lanosterol. The increased expression of *FAM91A1* and the decreased expression of *LOC100344884* were associated with desmosterol. These associations indicate that the observed actions of squalene could be executed through its post-squalene precursors in the cholesterol biosynthesis pathway and may differ from those observed when squalene is not metabolized [42]. Squalene accumulation in cholesterol auxotrophic lymphomas prevents oxidative cell death [42]. To solve this dilemma, the AML12 hepatic cell line was incubated with lanosterol, dihydrolanosterol, zymostenol or desmosterol, followed by analyses of *Acss2*, *Fam91a1* and *Pnpla3* transcripts. Obtained results (Figure 8) displayed the same expression changes that those observed in vivo by squalene administration. In consequence, a direct hepatic transcriptional effect of lanosterol, dihydrolanosterol, zymostenol and desmosterol is involved.

Previous studies have demonstrated that squalene shows protective anti-tumor activities [43]. ACSS2 captures acetate as a carbon source for the proliferation of hepatocellular carcinoma [28,29]. Adult mice lacking ACSS2 exhibit reduced hepatic tumor burdens [29]. TFCP2L1, a transcription factor required in germ cell specification and cholangiocyte-to-hepatocyte differentiation [44], is strongly correlated with several transcripts modulated by squalene, including OST4, TREH, GCK, ACSS2, MYH6 and LRRC39 (Figure 6). TFCP2L1 is down regulated in renal and thyroid cancer cells [45]. Besides, GLT1D1 is a tumor suppressor gene and is highly expressed in hepatocellular carcinoma [46].

In conclusion, dietary squalene accumulates in the liver and functions as a modulator of the hepatic transcriptome in wild-type *Oryctolagus cuniculus*. Concomitantly, increased levels of post-squalene metabolites of cholesterol biosynthesis, including lanosterol, dihydrolanosterol, lathosterol, zymostenol and desmosterol, were noted. Significant hepatic expression changes of *LOC100344884* (*PNPLA3*), *GCK*, *TFCP2L1*, *ASCL1*, *ACSS2*, *OST4*, *FAM91A1*, *MYH6*, *LRRC39*, *LOC108176846*, *GLT1D1* and *TREH* were observed in rabbits receiving squalene. Many of these changes were correlated with post-squalene metabolite levels. Furthermore, incubation of the murine AML12 hepatic cell line in the presence of lanosterol, dihydrolanosterol, zymostenol and desmosterol modified *Acss2*, *Fam91a1* and *Pnpla3* expressions. These findings indicate that squalene and post-squalene metabolites play important roles in hepatic transcriptional changes.

## 4. Materials and Methods

### 4.1. Animal Models and Experimental Design

The experimental animals used were 10 male wild-type New Zealand white rabbits obtained from *Servicio de Apoyo a la Investigación Animal* (*Universidad de Zaragoza*). Animals were divided into two groups, the first fed a control diet enriched with 1% of sunflower oil (*n* = 5) and the second fed a diet containing 1% of sunflower oil and 0.5% of squalene (Sigma-Merck, Darmstadt, Germany) (*n* = 5). Initial body weight for control and experimental groups was 1560 ± 201 and 1410 ± 203 g, respectively. Taking into account consumed food and body weight, the dose was equivalent to 0.6 mg/kg/day [20]. Fresh diets were prepared weekly and changed each 2 days to reduce oxidation of squalene. The animals were fed the experimental diets for 4 weeks and they were well tolerated.

Body mass and dietary intake were recorded every 2 days. After dietary intervention, rabbits were starved for 18 h, then weighed and euthanized by cervical dislocation, and livers were obtained. An aliquot of each sample was stored in neutral formaldehyde and the remaining was frozen immediately in liquid nitrogen.

### 4.2. Liver Histology Analyses

The liver samples stored in formaldehyde were then embedded in paraffin wax 4 μm sections were stained with hematoxylin and eosin and observed under Nikon microscope. Lipid droplets were estimated by quantifying as percentage of total liver section with Adobe Photoshop CS3 (Adobe Inc., San Jose, CA, USA).

### 4.3. Quantification of Hepatic Lipids

10 mg sections of liver were used to extract and quantify lipids as previously mentioned [21].

### 4.4. Quantification of Hepatic Sterols

Sterol extraction and quantification by as chromatography and mass spectrometry was performed as previously described [47].

### 4.5. Quantification of Hepatic Squalene

Squalene was isolated and quantified by solid phase extraction, gas chromatography and mass spectrometry (GC/MS) as mentioned [20].

### 4.6. RNA Extraction

Total liver RNA was extracted using Quick-RNA MiniPrep kit (Cat. No: R1055, ZYMO Research, Irvine, CA, USA) following manufacturer’s instructions. Extracted RNA was quantified by absorbance at A_260_/_280_ with Nanodrop Spectrophotometer. The purity was determined by analysis of absorbance at A260/A280 the ratio was ~2. The integrity of both 28S and 18S ribosomal RNAs was verified by agarose gel electrophoresis followed by ethidium bromide staining and the 28S/18S ratio was higher than 2.

### 4.7. RNAseq and Data Analyses

#### 4.7.1. Library Construction and Sequencing Was Carried Out by BGI (Shenzhen, China) Service

Briefly, poly-A containing mRNA molecules were purified using poly-T oligo-attached magnetic beads. Following purification, mRNA was fragmented into small pieces using divalent cations under elevated temperatures. Cleaved RNA fragments were copied into first-strand cDNA using reverse transcriptase and random primers. This was followed by second-strand cDNA synthesis using DNA polymerase I and RNase H. These cDNA fragments then have the addition of a single ‘A’ base and subsequent ligation of the adapter. The products were then purified and enriched with PCR amplification. Then PCR yield was quantified using Qubit samples then pooled together to make a single-strand DNA circle (ssDNA circle), which gave the final library. DNA nanoballs (DNBs) were generated with the ssDNA circle by rolling circle replication (RCR) to enlarge the fluorescent signals at the sequencing process. The DNBs were loaded into the patterned nanoarrays, and pair-end reads of 100 bp were read through on the DNBseq platform for the following data analysis study. For this step, the DNBseq platform combines the DNA nanoball-based nanoarrays and stepwise sequencing using Combinational Probe-Anchor Synthesis Sequencing Method.

#### 4.7.2. Bioinformatics Workflow

Sequencing reads containing low-quality, adaptor-polluted and high amounts of unknown base reads were removed, then these reads were mapped onto reference genome (*Oryctolagus_cuniculus* GCA_000003625.1) using HISAT2 followed with novel gene prediction using StringTie to reconstruct transcripts, and Cuffcompare to compare reconstructed transcripts to reference annotation. Moreover, CPC was used to predict coding potential of novel transcripts, followed by merging coding novel transcripts with reference transcripts to obtain a complete reference. With genome mapping results, GATK was used to call SNP and INDEL for each sample, then filter out the unreliable sites results in final SNP and INDEL report. RMATS was also used to detect differentially splicing genes (DSG) between samples. After novel transcript detection, novel coding transcripts were merged with reference transcripts to obtain complete reference, then clean reads were mapped to reference using Bowtie and gene expression level for each sample was calculated with RSEM. This was followed by clustering analysis and functional annotations. The complete database was deposited in the GEO database (GSE191236).

### 4.8. Quantification of mRNA

RNAseq transcripts displaying signal log_2_ ratio > 1.5 or <−1.5 and false discovery rate < 0.001 were selected for confirmation and 18 out of 22 genes fulfilling these criteria assayed by reverse transcriptase quantitative PCR (RT-qPCR) assay. Primers for specific sequences were designed using NCBI and then were checked for gene specificity and full variant coverage by BLAST (NCBI), KEGG and Ensemble Genome Browser. Equal amounts of (500 ng) DNA-free RNA were used to synthesize complementary DNA using PrimeScript RT reagent Kit (Cat. No: RR037A, Takara, Kutsatsu, Shiga, Japan) following manufacturer’s instructions. Primers’ concentrations and cDNA input were optimized to obtain efficiencies in the range of 90% to 110% (Supplementary Table S1). Quantitative real-time was carried out using SYBR Green dye master mix (Applied Biosystems, Foster City, CA, USA) according to manufacturer’s instructions, utilizing Step One Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). Analysis of relative gene expression data was calculated using the 2^(−ΔΔCT)^ method and normalized to the average of both reference genes *PPIB* and *GAPDH* for rabbits. *Ppib* was used as a reference gene for the murine AML12 cell line.

### 4.9. AML12 Cell Culture

Hepatic cell line of murine origin was grown in a humidified atmosphere of 5% CO_2_ at 37 °C in Dulbecco’s modified Eagle’s minimum essential medium (DMEM) (Thermo Fisher Scientific, Waltham, MA, USA): F12-Ham’s medium (GE Healthcare Life Science, South Logan, UT, USA) enriched with fetal bovine serum and insulin/transferrin/selenium. When cells reached a confluence of 90–100%, medium was removed, cells were washed twice with phosphate buffered saline followed by addition of medium free of fetal bovine serum, insulin, transferrin and selenium. Cells were then incubated for 6 h with 200 µM squalene (Sigma-Merck, Darmstadt, Germany) or with 200 nM lanosterol, dihydrolanosterol, zymostenol or desmosterol (Avanti Polar lipids, Alabaster, AL, USA). Each condition was tested in six replicates. Media were removed, cells were washed twice with phosphate buffered saline then collected and total RNA was extracted using Tri-reagent solution (Ambion, Austin, TX, USA). DNA contaminants were removed by TURBO DNAse treatment using DNA removal kit (Ambion, Austin, TX, USA). Squalene and sterol effects were investigated at mRNA level by RT-qPCR assays.

### 4.10. Quality Control and Statistics

Samples in quantitative real time were tested in duplicate and their coefficient of variation obtained. Duplicates showing coefficient of variation higher than 3% were discarded and tested again. Statistical analyses were performed with GraphPad Prism (GraphPad Software, San Diego, CA, USA). Data was analyzed for normal distribution by Shapiro-Wilk’s test and homogeneity of variance by Bartlett’s F-test. When any of these parameters failed, results were analyzed by Mann–Whitney’s U test. Differences in both groups were considered significant if *p* < 0.05. Correlation among tested results was analyzed using Spearman’s ρ correlation coefficient.

## Figures and Tables

**Figure 1:**
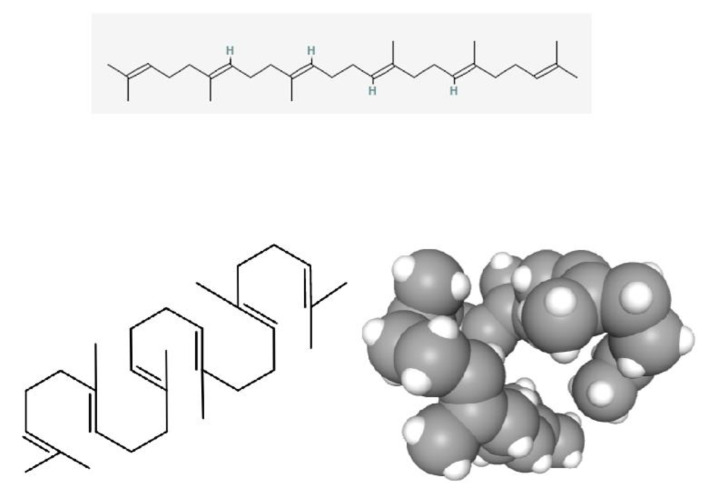
Squalene chemical structures. Obtained from https://pubchem.ncbi.nlm.nih.gov/compound/638072#section=2D-Structure, accessed on 9 February 2022 and https://www.lipidmaps.org/databases/lmsd/LMPR0106010002?LMID=LMPR0106010002, accessed on 9 February 2022.

**Figure 2:**
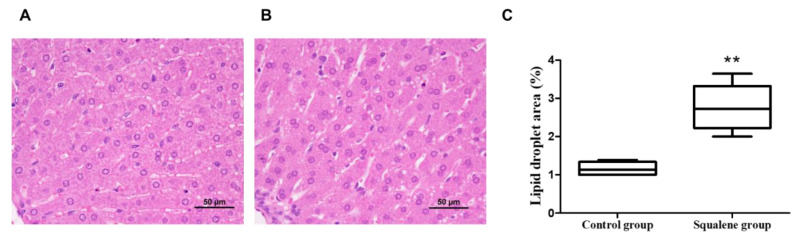
Hepatic histological analyses in rabbits fed with different diets. Representative liver micrographs when consuming control containing sunflower-oil diet (**A**) vs. 0.6 g/kg squalene-enriched control diet (**B**). Liver sections from each animal were stained with hematoxylin and eosin and evaluated blindly. Morphometric difference in amount of lipid droplet area in both control and squalene groups (**C**). Data are means and 10–90 percentiles for each group. Statistical analyses were performed according to Mann–Whitney’s U-test. **, *p* < 0.01.

**Figure 3:**
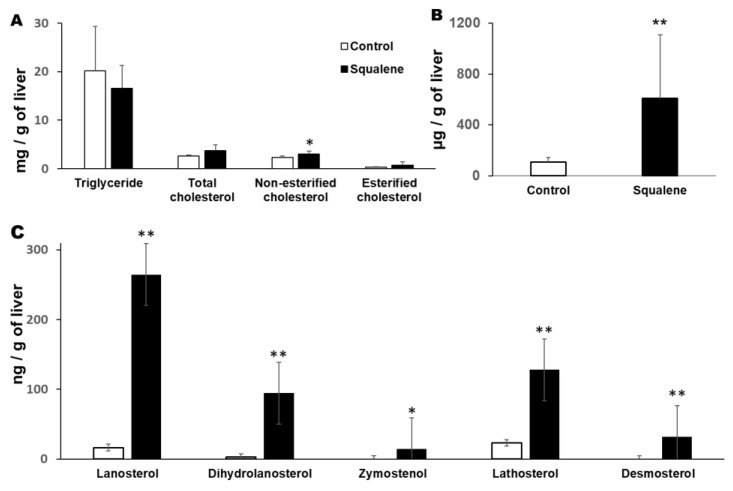
Hepatic lipid composition. (**A**) Triglyceride and cholesterol. (**B**) Squalene level. (**C**) Cholesterol biosynthesis intermediate sterols. Unfilled bar, control diet; filled bar, squalene-supplemented diet. Data are means ± SD. Statistical analyses were performed according to Mann–Whitney’s U-test. * *p* < 0.05, ** *p* < 0.01 vs. control.

**Figure 4:**
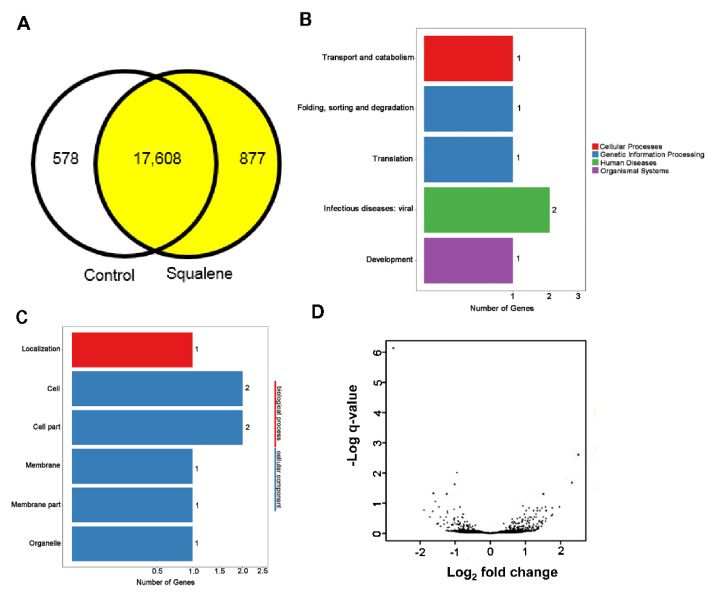
Differentially expressed genes (**A**) Venn diagram analysis. Control expressed 18,186 transcripts vs. 18,485 in squalene group. (**B**) Pathway classification of DEGs, *X* axis; number of DEG. *Y* axis; functional classification of KEGG. (**C**) GO classification of DEGs, axis represents number of DEG. *Y* axis represents GO term. (**D**) Volcano plot of DEGs. *X* axis, log_2_ transformed fold change. *Y* axis; −log_10_ of false discovery rate.

**Figure 5:**
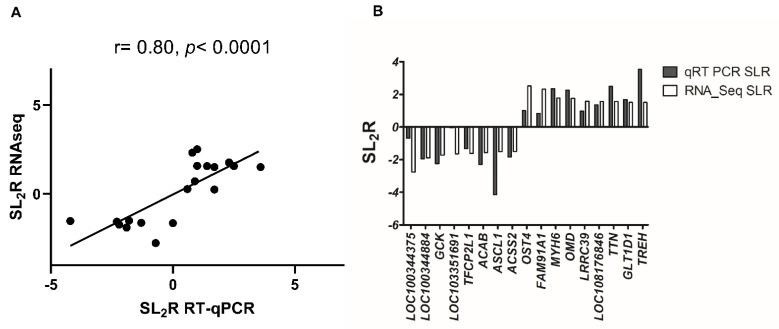
Concordance between used methods of RNA analysis. (**A**) Correlation analysis of 17 selected genes between RNAseq and RT-qPCR normalized to the invariant *PIPB* and *GAPDH* genes. The mean values obtained for signal log_2_ ratio (SL_2_R) from individual analyses (Table 3) were plotted against the RNAseq which used partially pooled samples (Table 1 and Table 2). Good agreement between the procedures was observed (r = 0.8, *p* < 0.0001). (**B**) Difference in results of SL_2_R expression of both procedures of the 17 selected genes.

**Figure 6:**
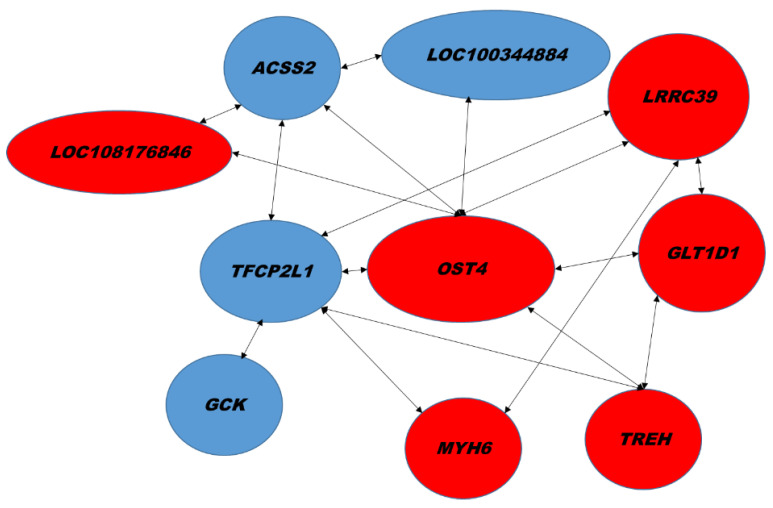
Network of hepatic transcripts. A, Association among transcript changes assayed by RT-qPCR. Red, up regulation. Blue, down regulation. Significant Spearman’s correlations (*p* < 0.02).

**Figure 7:**
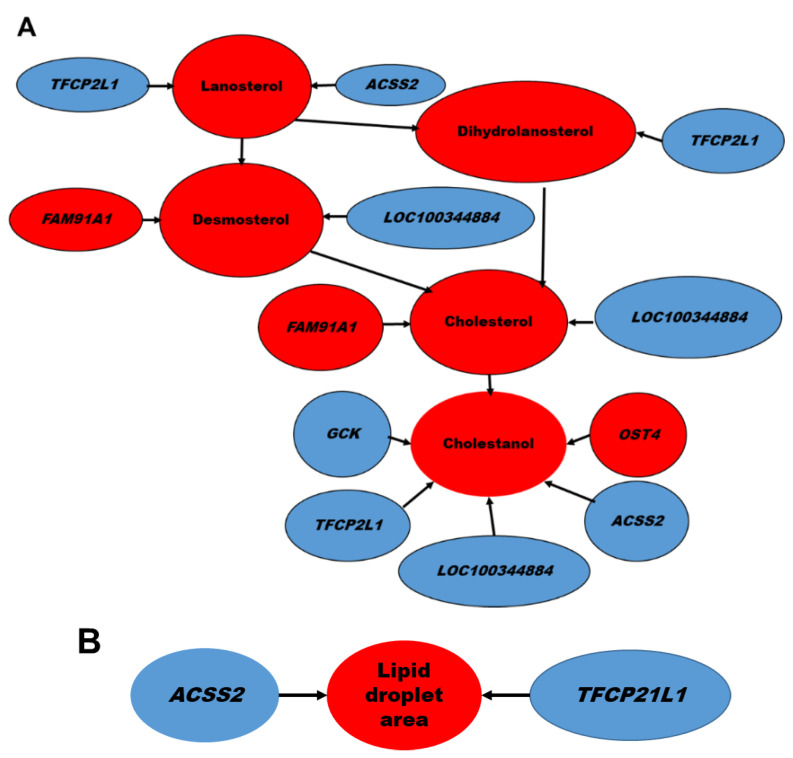
Correlation between hepatic transcripts and biological parameters in response to squalene intake. (**A**) transcripts associated with sterol precursors in the Kandutsch–Russell pathway. (**B**) transcripts related to lipid droplet area. Red; up regulation. Blue; down regulation. Significant (*p* < 0.02) Spearman’s correlations are shown.

**Figure 8:**
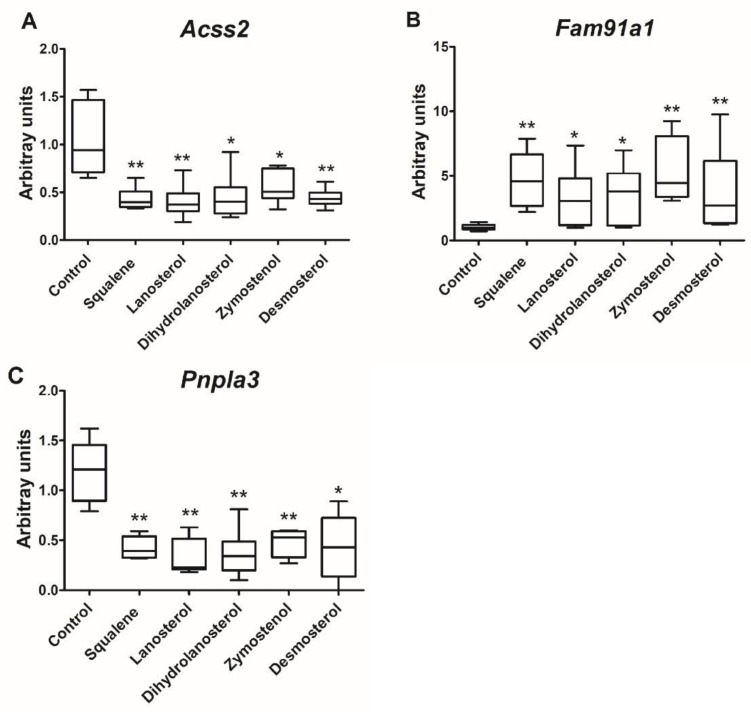
Effect of in vitro incubation of cholesterol precursors on selected gene expressions. AML12 cells were incubated in presence of 0.1% ethanol (control) or 200 µM squalene, 200 nM lanosterol, dihydrolanosterol, zymostenol or desmosterol dissolved in 0.1% ethanol for 6 h. The experiment was performed in triplicate, with *n* = 6 in each experiment for control and treated cells. Panels (**A**–**C**) correspond to *Acss2*, *Fam91a1* and *Pnpla3* mRNA levels normalized to *Pipb* by RT-qPCR, respectively. Data are means and 10–90% percentiles. Statistical analyses were performed according to Mann–Whitney’s U-test. * *p* < 0.05, ** *p* < 0.01 vs. control.

**Figure 9:**
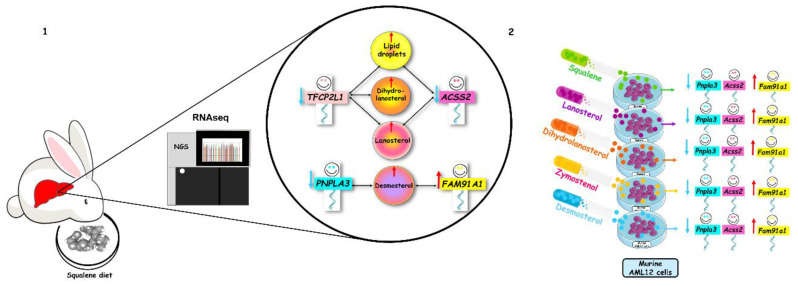
Overview of experimental approaches and main findings. (**1**) In vivo dietary intervention in rabbits and (**2**) cell culture incubation using AML12 cell line. NGS, next generation sequencing.

**Table 1:** Hepatic transcripts differentially downregulated by the administration of squalene at the level of signal log_2_ ratio < 1.5 and false discovery rate < 0.001 in male *Oryctolagus cuniculus* according to RNAseq.

Biological Process	GenBank	Name	Gene Symbol	Signal log_2_ Ratio	*p*-Value
Intracellular protein transport	XM_017339423.1	B-cell receptor-associated protein 29, BCAP29	*LOC100344375*	−2.8	0.00000
Hydrolysis of triglycerides	XM_017339724.1 XM_008252198.2 XM_008252200.2 XM_017339725.1 XM_008252201.2	Patatin-like phospholipase domain-containing protein 3, PNPLA3	*LOC100344884*(*PNPLA3*)	−1.9	0.00018
Glucose metabolism	XM_008261818.2	Glucokinase	*GCK*	−1.7	0.00061
LncRNA	XR_001795369.1 XR_001795370.1 XR_519422.2	Uncharacterized LOC103351691	*LOC103351691*	−1.6	0.00026
Regulation of transcription	XM_008251077.2	Transcription factor CP2 like 1	*TFCP2L1*	−1.6	0.00001
Fatty acid biosynthesis	XM_017339196.1	Acetyl-CoA carboxylase beta	*ACAB*	−1.6	0.00004
Transcription activity	XM_002711229.3	Achaete-scute family bHLH transcription factor 1	*ASCL1*	−1.5	0.00246
NA	XM_017348395.1	E3 ubiquitin-protein ligase HERC2-like	*LOC108178363*	−1.5	0.00225
Acetate-CoA ligase activity	XM_002710791.3 XM_002710792.3	Acyl-CoA synthetase short chain family member 2	*ACSS2*	−1.5	0.00273

**Table 2:** Hepatic transcripts differentially upregulated by the administration of squalene at the level of signal log_2_ ratio > 1.5 and false discovery rate < 0.001 in male *Oryctolagus cuniculus* according to RNAseq.

Biological Process	GenBank	Name	Gene Symbol	Signal log_2_ Ratio	*p*-Value
Protein glycosylation	XM_017346007.1	Dolichyl-diphosphooligosaccharide―protein glycosyltransferase subunit 4, OST4	*LOC108177690* (*OST4*)	2.5	2.60 × 10^−7^
Intracellular protein transport, vesicle tethering to Golgi	XM_002710763.3 XM_008255883.2 XM_008255884.2 XM_017341515.1	Family with sequence similarity 91 member A1	*FAM91A1*	2.3	4.39 × 10^−6^
NA	XR_515397.2	Uncharacterized LOC103345531	*LOC103345531*	2	0.00009
Actin binding, ATP binding	XM_017348206.1	Myosin-6	*MYH6*	1.8	0.00041
Regulate bone mineralization	NM_001101695.1	Osteomodulin	*OMD*	1.8	0.00013
Negative Regulation of translational initiation	NM_001204114.1	Eukaryotic translation initiation factor 4E binding protein 3	*EIF4EBP3*	1.7	0.00046
Integral component of membrane	XM_008249188.2 XM_017337996.1 XM_008249187.2 XM_008249192.2 XM_008249193.2 XM_008249194.2	Leucine rich repeat and Ig domain containing 1	*LINGO1*	1.7	0.00022
NA	XM_002715469.3	Leucine rich repeat containing 39	*LRRC39*	1.6	0.00086
Nucleoside triphosphate catabolic process, immune response	XM_008263526.2 XM_017345377.1	Ectonucleotide pyrophosphatase/phosphodiesterase 3	*ENPP3*	1.6	0.00022
lncRNA	XR_001793580.1 XR_001793581.1	Uncharacterized LOC108176846	*LOC108176846*	1.6	0.00009
Muscle contraction	XM_017343215.1	Titin	*TTN*	1.6	0.00133
Glycosylation	XM_008251202.1	Glycosyltransferase 1 domain containing 1	*GLT1D1*	1.5	0.00002
Trehalose metabolism	NM_001082290.1	Trehalase	*TREH*	1.5	0.00057

**Table 3:** Changes in selected hepatic gene expressions of male *Oryctolagus cuniculus* receiving 0.5 mg/kg squalene/day according to RT-qPCR assay for genes with signal log_2_ ratio < −1.5 or >1.5.

Gene Symbol	Control (*n* = 5)	Squalene (*n* = 5)	Fold Change	Signal log_2_ Ratio
*ASCL1*	2.4 ± 3.4	0.1 ± 0.2 *	0.1	−4.2
*ACAB*	2.3 ± 3.3	0.5 ± 0.3	0.2	−2.3
*GCK*	1.5 ± 1.4	0.3 ± 0.2 *	0.2	−2.2
*LOC100344884* (*PNPLA3*)	1.2 ± 0.6	0.3 ± 0.3 *	0.3	−1.9
*ACSS2*	1.0 ± 0.2	0.3 ± 0.2 **	0.3	−1.8
*TFCP2L1*	1.0 ± 0.2	0.4 ± 0.2 **	0.4	−1.3
*LOC100344375*	1.5 ± 1.1	0.9 ± 0.5	0.6	−0.7
*LOC103351691*	2.0 ± 2.1	1.9 ± 1.7	1.0	0.0
*FAM91A1*	1.1 ± 0.6	2.0 ± 0.9 *	1.8	0.8
*LOC108177690* (*OST4*)	1.1 ± 0.5	2.2 ± 0.8 *	2.0	1.0
*LRRC39*	1.1 ± 0.4	2.0 ± 0.9 *	1.9	1.0
*LOC108176846*	1.4 ± 1.2	3.6 ± 1.9 *	2.6	1.4
*GLT1D1*	1.4 ± 1.2	4.4 ± 2.3 *	3.2	1.7
*MYH6*	2.2 ± 1.9	11.2 ± 9.7 *	5.1	2.3
*OMD*	4.1 ± 5.6	19.7 ± 28.2	4.8	2.3
*TTN*	1.0 ± 2.1	5.8 ± 5.3	5.6	2.6
*TREH*	1.4 ± 1.1	16.3 ± 15.2 *	11.7	3.6

Results are expressed as means and standard deviations normalized to *PPIB* and *GAPDH*. Statistical analyses were carried out according to Mann–Whitney U-test and *, *p* < 0.05, ** *p* < 0.01 vs. control.

## Data Availability

Data is contained within the article and supplementary material and RNA seq dataset is deposited at GEO (GSE191236).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23084172/s1.

# Supplementary material for: Squalene through Its Post-Squalene Metabolites Is a Modulator of Hepatic Transcriptome in Rabbits
**Source:** Int J Mol Sci. 2022 Apr 10;23(8):4172. doi: 10.3390/ijms23084172
**Supplement:** Supplementary file 1

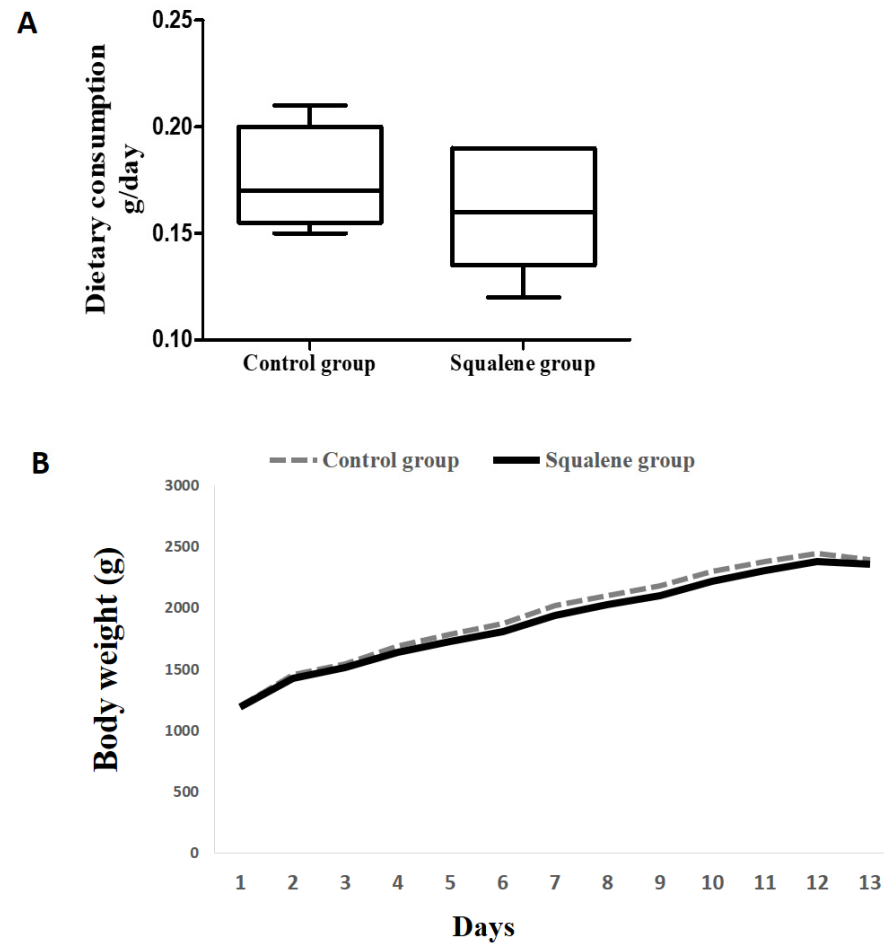

Supplementary Figure S1. Body weight difference in response to dietary consumption. **(A)** Food consumption of both groups. Statistical analyses was done according to Mann-Whitney's U-test. $p > 0.05$. **(B)** Body weight for control and squalene groups was compared among different days of assay.

Supplementary Table S1. Characteristics of primers used in RT-qPCR according to MIQE guidelines.

Gene symbol	Accession		Sequence	Amplicon length	Exons	[Primer]	Efficiency
**Oryctolagus cuniculus**							
<i>LOC100344375</i>	XM_017339423.1	Sense	GTTGAGAAGGGCTCAACCGT	126	4/5	0.3 μ M	97%
		Antisense	CAGACGTCTCAACACAAGCC				
<i>LOC100344884</i>	XM_017339724.1	Sense	CCTTCTACGGGAGCATGAC	169	5	0.3 μ M	96%
		Antisense	TACCCGCGAACGCATATCTC				
<i>GCK</i>	XM_008261818.2	Sense	AGACATCGACAAGGGCATCC	79	4/5	0.3 μ M	90%
		Antisense	CCCCACGATGTTGTTCCCTT				
<i>LOC103351691</i>	XR_001795369.1	Sense	AACCAGCCCAGAAGATGACTG	136	NA	0.3 μ M	100%
		Antisense	CCTGTGGTCTTCCTTTGCTCT				
<i>TFCP2L1</i>	XM_008251077.2	Sense	CGAAGAGACGCTGACCTACC	212	2/4	0.3 μ M	93%
		Antisense	CAATGTCCAGGATGCGGTCT				
<i>ACACB</i>	XM_017339196.1	Sense	GGCCATCCGTTTGTAGTCA	125	3/4	0.3 μ M	99%
		Antisense	CCACGTTGGCGTAGTTGTTG				
<i>ASCL1</i>	XM_002711229.3	Sense	TTGGTGCGAATGGACTTTGG	70	1/2	0.3 μ M	94%
		Antisense	CGTCACTGACCAGAAAGCAC				
<i>ACSS2</i>	XM_002710791.3	Sense	AACAGGGCATTTCGAAAGGGT	127	4/5	0.3 μ M	98%
		Antisense	GCAGAGAAGCCTGCAAACAC				
<i>LOC108177690</i>	XM_017346007.1	Sense	CTGTGTGGAGGCAGTGTAGG	113	1	0.3 μ M	98%
		Antisense	GAGAACGACGAGCAGGAAGA				
<i>FAM91A1</i>	XM_002710763.3	Sense	CAAGGTGGACTTGCAGCATT	236	20/22	0.3 μ M	99%
		Antisense	CAAGAGGAACCCAGTCTGCC				
<i>MYH6</i>	XM_017348206.1	Sense	GACACTGGCAAAGGCAAAGG	234	NA	0.3 μ M	104%
		Antisense	CTTCCTGCAGATGCGAATGC				
<i>OMD</i>	NM_001101695.1	Sense	TCAACCCCTGAAACTAACGC	157	1/2	0.3 μ M	103%
		Antisense	CCTCACTTGGGTCTTGGTCAT				
<i>LRRC39</i>	XM_002715469.3	Sense	ACGAGGGAGGATGGAAGAGT	219	3	0.4 μ M	96%
		Antisense	AGTGAGCAGTCCAATTCCTCG				
<i>LOC108176846</i>	XR_001793580.1	Sense	TCTGGGGACCTTACGGAGTC	107	NA	0.3 μ M	93%
		Antisense	TCAGCTCCTGAGAAAGTGCG				
<i>TTN</i>	XM_017343215.1	Sense	TGCCAAGTGACCAACCTTGT	186	271/272	0.3 μ M	93%
		Antisense	GGCTAAGGTCGCACTGTTCT				
<i>GLT1D1</i>	XM_008251202.1	Sense	AGAGTCAAGGCATCACCACG	89	2/4	0.3 μ M	91%
		Antisense	GTCGTCAGCACTCCGGTTTA				

<i>TREH</i>	NM_001082290.1	Sense	CACCCTGTGAGAGCCAGATT	81	1/2	0.3 µM	99%
		Antisense	GCTTATCGTCCGGGTAGAGC				
<i>GAPDH</i>	NM_001082253.1	Sense	TCGGAGTGAACGGATTTGGC	146	NA	0.3 µM	105%
		Antisense	GCCGTGGGTGGAATCATACT				
<i>PPIB</i>	XM_002718143.4	Sense	TCCCAGTTCTTCATCACCACAG	83	4	0.3 µM	94%
		Antisense	TCCATGCCCTCCAGAACTTT				
Gene symbol	Accession		Sequence	Amplicon length	Exon	[Primer]	Efficiency
**Mice AML12 cell line**							
<i>Fam91a1</i>	NM_145959.3	Sense	TGGCGCCTCTTACCAATGAG	124	16/17	0.1 µM	99%
		Antisense	CCTTGCCCAGTGACATGGTA				
<i>Acss2</i>	NM_019811.3	Sense	GCCATATGCTGACCCCTCTC	103	12/13	0.3 µM	100%
		Antisense	TCCCCGGACTCATTCAAGAT				
<i>Pnpla3</i>	NM_054088.3	Sense	CTTCCTGGGCTTCTACCACG	152	1/2	0.3 µM	103%
		Antisense	CCATTATACGGCCGAGAGGG				
<i>Pipb</i>	NM_011149.2	Sense	GGAGATGGCACAGGAGGAA	72	3/4	0.1 µM	103%
		Antisense	GTAGTGCTTCAGCTTGAAGTTTCAT

How the deposited data were processed for this re-analysis (not part of the article)

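Liver RNA of 5 rabbits on the control diet and 5 on the squalene diet was sequenced. A legend of the paper calls the sequenced samples partially pooled, while its text and the labels give 5 animals per diet, so each library is taken as a rabbit. The authors removed low-quality reads, mapped the rest to the rabbit genome OryCun2.0 with HISAT2, predicted further transcripts with StringTie and called variants with GATK. Gene levels were made by the authors with Bowtie and RSEM. The versions of these tools are not stated in the paper's text.

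The authors' deposited table of the comparison gives a log2 fold change, a p-value and an adjusted p per gene, and 1 level per diet. The name that the authors gave the table points to DESeq2. The levels had lost their order of magnitude together with the decimal mark, so they were used only as ratios and no level is printed. Lost decimal marks were put back in log2 fold changes and p-values. The restored values were checked against the ratio of the levels and by recomputing the adjusted p. Of the genes, 1937 share both their log2 fold change and p with another gene. The deposited splicing tables, made by the authors with rMATS, hold read counts per rabbit that include or skip a part, with a p-value and a false discovery rate (FDR). The deposited site tables hold the base called in each library. The deposited sheets of libraries give read numbers and shares in percent, computed by the authors.

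A test across rabbits had been planned for gene expression before the data were examined, and it could not be run without a value per rabbit. The authors' values are therefore reported as theirs. From them were computed counts at thresholds, Benjamini-Hochberg adjusted values over lists, implied standard errors, and set tests with cameraPR of limma 3.58.1 in R 4.3.3. These set tests used a preset correlation of 0.01 and adjusted values over 29 lists. Of several genes with the same symbol, the one with the smallest p was taken. An estimated correlation and fry, also planned, need values per rabbit and were not run. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 did the rest, and matplotlib 3.10.9 drew the plots.

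Single nucleotide changes were counted per library at all sites with reads, using the first base where 2 alternative bases were given. Both these counts and the inclusion of splicing events were compared between diets with two-sided exact permutation tests over the 252 splits of 5 against 5, whose smallest p is 0.00794. Correlations used 100000 resamples, or all pairings below 10 genes. In a splicing table, values at the same position of the cells for including and skipping reads are taken as 1 rabbit, an assumption that the table does not state. Columns of the site tables were assigned to a diet by the diet in their name. Entries of the library sheets match no single sample label and were not assigned to a diet here, so only the range and median over 10 libraries are given. For this reason the planned comparisons between diets of reads and mapping, of gene numbers, and of variants per clean read were not run. The numbers of expressed genes per diet could not be counted, as no level is 0.

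The genes named were fixed by a rule before the data were examined. It takes every gene of Tables 1 and 2, whose values in the paper had been seen, PPIB and GAPDH, and the measured CYP2B and CYP2C genes. It adds 12 genes in each direction by adjusted p and size of change, filled up by the smallest p, and the 4 members of each list with the smallest p. The most abundant members of the marker lists, also in the rule, could not be ranked without levels. Any other gene is said to have been chosen after its values were seen. Names came from the deposited table, and 16248 of its gene IDs were found in the RefSeq table of assembly mOryCun1.1, of which no coordinate is used.

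Recovery of decimal marks, set tests, adjustment and the exact test were tried on simulated data. All of 10000 simulated numbers were recovered. For the set tests of 19123 simulated z-values, 1 list shifted by -1.5 was called in 100% of 20 runs, and 3.57% of unchanged lists had a p under 0.05. The simulated z-values were independent of each other, so these runs cannot show how often unchanged lists of correlated genes would be called. Of 200 changed genes in simulated p-values, 93.3% were called, and 4.26% of the calls were false. The exact test of 5 against 5 gave p under 0.05 in 4.4% of unchanged comparisons and in 95.5% of those shifted by 3 SD.

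Depth is known as clean reads per library. Counts per gene were not analysed here, since the table of the comparison gives none, so no counting interval can be given for a gene, and the implied standard errors stand in their place. In the splicing tables, 13 of the 46 events have at least 10 reads in every rabbit. The alternatives tried are other sets of genes, thresholds, set tests, sites and events, and leaving out each rabbit in turn for sites and splicing.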

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

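The tests of gene length were set before their result was seen, and all other tests of explanations in this part were chosen after the result had been seen. Samples far from the others in their group were searched in 35 groups of 5 values, of which chance would pick about 1 in 20. There were 2 such groups. In the ratio of transitions to transversions, 1 squalene library lay at 2.78 against a median of 3.10 on that diet. Without this library the difference between the diets was -0.01 in place of -0.08. For the skipped exon of DRAM2, 1 squalene rabbit lay at 60% inclusion and the other 4 at 100%.

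Genes of cholesterol synthesis, whose expression the paper does not report, were lower on the squalene diet as a set (cameraPR, adjusted p = 1.2e-13 over 29 lists). With a preset correlation of 0.05 the adjusted p of cameraPR was 5.6e-09, and on ranks 6.9e-07. The correlation between these genes could not be estimated without a value per rabbit. These p-values therefore do not measure the spread between rabbits. All 16 measured genes of the list were below 0 in the authors' deposited table, with a median log2 fold change of -0.69. In that table 9 were lower at an unadjusted p under 0.05, 9 when adjusted over the list alone and none when adjusted over all genes. The changes of SQLE, MVK and HMGCS1 in the authors' deposited table were -1.26, -1.08 and -1.02. LOC100355623, described as lanosterol 14-alpha demethylase, at -1.03, was chosen after its value in that table was seen. The median of all genes was 0.02.

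Gene length does not explain this pattern, as 0% of 10000 random lists of the same lengths had a mean z as low. A lower share of hepatocytes would lower their markers too, and the median of 12 measured hepatocyte markers lay 0.67 above that of the list, with an SD of 0.32 among the markers. A biological explanation by feedback of sterols is left open here. Close relatives within a diet could also move a set of genes together, and this stays open, as 0 expression columns hold a value per rabbit.

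Among other lists outside those the paper discusses, immediate early genes were lower (14 measured, 12 below 0, median -0.34, adjusted p = 0.0101). With a preset correlation of 0.05 this list did not pass (adjusted p = 0.0508), and in it no gene passed when adjusted over the list alone. Genes of fatty acid oxidation and PPARA targets were higher (18 measured, median 0.22, adjusted p = 0.0226), among them FGF21 at 1.45 in the authors' deposited table. On ranks and with a preset correlation of 0.05 this list did not pass (adjusted p = 0.144 and 0.126), and 6 of its 18 genes were below 0. Markers of intestine and pancreas were higher (12 measured, median 0.35, adjusted p = 0.0105). TREH, picked by the study, is 1 of them, and without the genes of Tables 1 and 2 the list did not pass (adjusted p = 0.0750), nor with a preset correlation of 0.05 (adjusted p = 0.0508). The pancreatic genes PNLIP, CELA1, CPA1, CLPS and PRSS2 had nearly the same log2 fold change in the authors' deposited table, 0.35, at p-values of 0.263 to 0.264. The set test counts them as separate genes, so its p may be too small if they share 1 pattern of reads. This could not be checked without a value per rabbit. CPA1, CLPS and PRSS2 were chosen after their values were seen.

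MYH6, TTN and LRRC39 were higher in the authors' deposited table. Muscle tissue in some samples would raise the other muscle markers with them. The lowest of the 3 lay 1.57 above the median of the other 26, whose SD was 0.28 and whose highest value was 0.83, for ACTC1. ACTA1 and CKM, chosen after their values were seen, were at -0.10 and 0.13 in the authors' deposited table. Levels of these genes are not known, and a shrunken fold change at low counts is not excluded. No biological explanation was tested for this pattern.

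At the sites with reads in all libraries, 2 squalene libraries had the same base at 85.6% of sites. The next closest of the 45 pairs, a control and a squalene library, shared 76.2%, and the median pair 64.5%. The paper does not compare rabbits by their variants. The same library in both columns is excluded, since the 2 differed at 14.4% of sites. Pairs on the same diet were on average 0.62 points less alike than pairs on different diets, and the 4 closest pairs after the first cross the diets. Over all pairs, 58.7% of the 126 splits of the libraries gave as large a difference of shares within and between groups. This test of splits does not show whether the 2 closest rabbits matter for the comparison of diets. For single nucleotide changes, these 2 rabbits were also counted as 1. The difference between the diets in all changes, in the units of the site counts, was then -9.13 in place of -12.5. Its exact permutation p was 0.341 in place of 0.230, so it still lay within the spread between rabbits. For gene expression and splicing, whether these 2 rabbits matter was not tested and stays open. Kinship of the 2 rabbits remains a hypothesis, since kinship is not given. It also rests on taking each library as 1 rabbit, although a legend of the paper calls the sequenced samples partially pooled.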

How the results depend on the processing

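The alternatives on genes tested, gene identity, thresholds of gene expression, set tests, share of sites, related rabbits and reads per event were chosen after the data had been seen. No paired analysis was possible because the splicing values carry no replicate numbers and the library numbers of the site tables match no label. The alternatives set beforehand for gene expression need values per rabbit and were not run. These are other tests and normalizations, filters, pseudocounts and leaving out a rabbit. Those on reads, gene numbers and variants per clean read were not run either, as those libraries match no label. For the correlation, the authors' deposited values are the main ones already, and other fold changes were not fitted. For the same reason no other split of the rabbits was tried for gene expression, so chance is not addressed there beyond the authors' p. The splicing events were selected on the real split, so other splits were not counted.

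Without predicted genes, 4 genes in place of 8 had an adjusted p under 0.05, since 1 call was a predicted gene and 3 others (TFCP2L1, GLT1D1 and LOC103348534) passed 0.05 no longer when ranks and the number of genes tested changed. Without genes tied in log2 fold change and p the count was 8. At the study's thresholds, 18 genes in place of 1 passed with an unadjusted p under 0.001, and 29 with rounded log2 fold changes and an unadjusted p under 0.003. FAM91A1 went from -0.03 to 2.32 when taken from the predicted gene, and the count of the study's 22 genes under 0.05 from 4 to 5.

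The correlation with RT-qPCR was 0.81 with the paper's printed ratios and with the predicted gene for FAM91A1. Without the 2 genes farthest from the median RT-qPCR log2 ratio it was 0.846. It was 0.312 within the genes lower on the squalene diet, a value that depends on FAM91A1, and -0.434 within the genes higher. Of the 29 lists, 5 passed in the main test, 2 with a preset correlation of 0.05 (cholesterol synthesis and fatty acid and triglyceride synthesis), 4 on ranks, 4 without the genes of Tables 1 and 2, and 7 without tied genes (with acute phase and inflammation and kidney and adrenal markers added). Over these, the adjusted p of immediate early genes ranged from 0.00930 to 0.0508 and that of fatty acid oxidation from 0.0226 to 0.144.

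All 121 alternative values of the 10 measures of single nucleotide changes kept their direction but not their size, with p from 0.0794 to 0.738. Leaving out each of the 5 positions per diet in turn, taken as 1 rabbit, the splicing events with an exact p under 0.05 numbered 3 to 6 for alternative 3' splice sites (7 in the main test), 3 to 6 for alternative 5' splice sites (5), 1 to 3 for retained introns (2), 5 to 9 for skipped exons (9) and 2 to 4 for mutually exclusive exons (2). Over all kinds the counts were 17 to 25, against 25 in the main test, and some of these events were not under 0.05 there. At the authors' FDR under 0.01, the counts were 14 in all, 4 of skipped exons, 1 of retained introns and 0 of mutually exclusive exons. With at least 10 reads in every rabbit, 10 events remained, 2 of alternative 3' splice sites, 1 of alternative 5' splice sites, 0 of retained introns, 6 of skipped exons and 1 of mutually exclusive exons. Both limits also leave fewer events to count. The cause of these changes was not tested.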

Differences from the paper's values

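The settings with an unadjusted p under 0.001, with log2 fold changes not rounded and with the predicted gene were chosen only after the values were seen. At its stated thresholds of log2 fold change and false discovery rate, the paper gives 9 transcripts as lower and 13 as higher on the squalene diet. In the authors' deposited table, 1 and 0 pass these thresholds. No alternative set before the data were examined could be run for these counts. A separate count set beforehand, with rounded log2 fold changes and an unadjusted p under 0.003, which are not the paper's stated thresholds, gives 11 and 18. Other settings were chosen after the values were seen. An unadjusted p under 0.001 gives 6 and 12, and drops 5 of the paper's transcripts by gene ID, or 4 with the predicted gene for FAM91A1. Log2 fold changes not rounded, with p under 0.003, give 9 and 13, the paper's own transcripts if the predicted gene is taken for FAM91A1. The p-values printed in Tables 1 and 2 equal the unadjusted p of the deposited table within 0.6 of the last printed digit for 21 of 22 transcripts with the predicted gene for FAM91A1, and for 20 by gene ID. Of those printed, 4 are 0.001 or more.

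For FAM91A1 the paper's log2 ratio is 2.3, and the value at its gene ID is -0.0252. No alternative set before the data were examined could be run for it. Taken from the predicted gene, a setting chosen after the values were seen, it is 2.32. That setting drops none of the paper's transcripts. By RT-qPCR, with primers designed on a reference transcript of FAM91A1, the paper also reports this gene as higher. Whether these primers also measure the predicted gene is not known.

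The paper's correlation of 0.8 between the methods compares with 0.823. Of the alternatives set before the data were examined, the paper's printed ratios give 0.81. Leaving out the 2 genes farthest from the median RT-qPCR log2 ratio gives 0.846. The values within the lower genes, FAM91A1 included, and within the higher genes are 0.312 and -0.434. Each covers only part of the 17 genes behind the paper's value, so they do not compare like with like.

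The paper states an influence on alternative 3' and 5' splice sites and retained introns and none on skipped exons or mutually exclusive exons. The authors' deposited tables list events of the last 2 kinds too, 14 and 7, at a false discovery rate of at most 0.0415 and 0.0475. By the exact permutation test 9 and 2 of them had a p under 0.05, against 7, 5 and 2 events of the kinds for which the paper states an influence. With at least 10 reads in every rabbit, the counts are 6 and 1 against 2, 1 and 0. With the authors' false discovery rate under 0.01, they are 4 and 0 against 5, 4 and 1.

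The paper's text gives 19163 genes and 87.69% of reads mapped, and the deposited files give 19123 genes and a median of 82.0%.

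The paper finds no change in CYP2B and CYP2C expression. No gene of these families passed over all genes, and CYP2C1 had an adjusted p of 0.0209 over the list alone.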

Other observations

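The alternative settings of the set test were chosen after the data had been seen, and no other test in this part was. Further lists fixed before the data were examined did not pass the set test of cameraPR. Lists of metabolism were gluconeogenesis and glucagon response (11 genes measured, median log2 fold change -0.08, adjusted p = 0.650) and bile acid synthesis and transport (15 genes, median 0.09, adjusted p = 0.805). The median of the latter was above 0 and its mean z was -0.06. The list of SREBP2 and LXR control of sterol uptake and export, whose parts can move in opposite directions, had a median of 0.12 and a mean z of -0.23 over 18 genes (adjusted p = 0.478). Adjusted over this list alone, 3 of its genes were lower and 1 was higher in the authors' comparison. In the bile acid list CYP7A1 had -1.42 (p = 0.000616, adjusted p = 0.288 over all genes) in the authors' deposited table. Golgi tethering partners of FAM91A1 had a median of -0.09 over 7 genes (adjusted p = 0.440). The ER stress response had -0.06 over 16 genes (adjusted p = 0.755), the NRF2 antioxidant response 0.07 over 15 genes (adjusted p = 0.803), and the circadian clock -0.02 over 14 genes (adjusted p = 0.523).

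Of the cell type lists, hepatocyte markers had an adjusted p of 0.874, and cholangiocyte markers a median of 0.17 over 6 genes (adjusted p = 0.755). Kupffer cell and macrophage markers had 0.18 over 10 genes (adjusted p = 0.102), and endothelial markers -0.16 over 11 genes (adjusted p = 0.225). Stellate cell and fibroblast markers had 0.00 over 16 genes (adjusted p = 0.755), lymphocyte markers 0.06 over 13 genes (adjusted p = 0.942), and erythroid markers -0.04 over 7 genes (adjusted p = 0.942). The median of the erythroid markers was below 0 and their mean z was 0.11. Kidney and adrenal markers had -0.21 over 7 genes (adjusted p = 0.216), and an adjusted p of 0.0489 without tied genes, with 5 genes left. In the other 3 settings they did not pass (adjusted p from 0.263 to 0.372). Skeletal and cardiac muscle markers had an adjusted p of 0.123 as a set. The median of the cell cycle genes was above 0 and their mean z was -0.02.

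RN18S, a ribosomal RNA gene, had a log2 fold change of 0.93 (p = 6.5e-05, adjusted p = 0.124) in the authors' deposited table.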
